A study of Mus musculus with 5 samples. Its data were reported in "Tristetraprolin binding site atlas in the macrophage transcriptome reveals a switch for inflammation resolution" (2016).

How the data were processed

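PAR-iCLIP sites of TTP (3 replicates) and HuR (2 replicates) in LPS-stimulated mouse BMDMs were taken from a pair of gene lists, 1 per protein. Groups and replicate numbers come from the sample titles. According to the study's methods, the authors trimmed the reads with Cutadapt, mapped them to the mm9 (NCBI37) mouse genome with Segemehl and kept uniquely mapped reads. The 5' end of a read gave the crosslink position. Sites were called by the authors in each replicate separately with the Pyicos modFDR procedure, a minimum summit height was required, broad sites were divided at low points, and a site was kept if it overlapped a site in all other replicates. In the lists, 1, 1 and 2 sites of TTP replicates 1, 2 and 3 lacked an overlapping site in at least 1 other replicate. For HuR, 1 site of replicate 1 overlapped no site of replicate 2. Because of this filter the replicates cannot differ freely in which sites they hold. Features were assigned by the authors from Ensembl transcripts.

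The deposited site score has no unit in the file; the study's methods lead to reading it as the number of crosslinks in the site, without scaling to depth or transcript level. In all 492 TTP and 303 HuR genes, the gene score of a replicate equalled the sum of its site scores. The lists also carry 4 columns of FPKM values, in which the deposited numbers come from RNA-seq libraries outside these samples; they were not used here, so scores are not corrected for transcript abundance. The total of scores over called sites is not a library depth, which limits every comparison of score to ranks or ratios within a list. The lowest site score of 176 to 195 per replicate sets the weakest site that could be seen.

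Site coordinates were read as a start counted from 1 and an end outside the site. Among sites printed with 2 positions, the first position was U in 64.4% to 77.8% of cases by list and strand and the second in 7.5% to 23.4%, and U is the base that crosslinks. Coordinates are given counted from 1. Sequences were taken from the NCBIM37 genome, which is the same assembly as mm9, and exon and intron numbers from the GENCODE vM1 annotation. A label that names several features was assigned exon first, in the order 3' UTR, 5' UTR, coding sequence, intron. Some sites are listed under a pair of overlapping genes (Baz2a and Ptges3, with 30 HuR sites over all replicates, and C230096C10Rik and Ubr4, with 3, in the HuR list; Epo and Gnb2, and C230096C10Rik and Ubr4, with 3 each, in the TTP list) and counted under each.

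Values given with an SD over replicates were computed per replicate and are the mean ± SD over replicates. Counts of genes, the odds ratio and the shares of repeat units are single values without an SD. Lists merged over replicates had been assumed when the tests were fixed. As the lists hold a value per replicate, each difference given is that between the means of replicate values. For comparisons of groups, the permuted statistic was the difference in a share or mean rank, pooled over replicates. Whole gene entries, with all replicates of a gene together, were permuted (100000 resamples, two-sided). For the score by region, a gene bound in both regions gave a separate entry for each region. Ranks were used for lengths, sites per 3' UTR and scores. These tests compare the lists and not immunoprecipitations; an exact permutation test over the 5 replicate values was added, which has 10 splits and a smallest p of 0.1. Genes with 3' UTR sites of both proteins were tested with Fisher's exact test inside the TTP list, because the genes that could have been bound are not known from the lists. Overlap of sites (at least 1 nt, same strand) was compared with 10000 circular shifts, one-sided. Motifs were counted in sites of at least 7 nt, with 100 shuffles of each site's bases as background. Shares of genes carry Wilson 95% intervals. The 13 tests form one family for Benjamini-Hochberg adjustment, with a threshold of 0.05. Permutation p-values for alternatives are not adjusted.

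The genes named are the 5 with the highest score in each list, the 3 highest-scoring genes bound by TTP in introns only, a list of 10 known TTP targets (Ccl3, Ccl4, Cxcl1, Cxcl2, Il10, Il1a, Il1b, Il6, Tnf and Zfp36), Irg1 and Sdc4 as examples of the study, and the 5 TTP sites of replicate 1 with the most nt covered by HuR sites of replicate 1. This rule was fixed before the data were examined; Lrrc58, B4galt5 and Pam were named after their values were seen. The site described for a gene is its strongest in replicate 1.

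Alternatives planned beforehand were a minimum score of 1000, other ways to assign labels, a minimum length of 5 nt, leaving out the 10 highest-scoring genes of each list, only the highest-scoring site of each gene, single regions, other definitions of overlap, sites of at least 15 nt for motifs, HuR sites matched in length to TTP sites, the score per nt, the highest in place of the summed score of a gene, leaving out each replicate, and a replicate block. The length matching, planned as resampling, was done by weighting HuR sites. A site counted as lying in a tandem repeat if it touched at least 4 copies in a row (16 nt) of a 4-nt unit. The search for repeats, the inclusion of the second printed coordinate and the single counting of sites listed under a pair of genes were added after the data were seen.

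Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1, blastn 2.17.0 and matplotlib 3.10.9. The procedures were tested on simulated data with as many genes as the real lists. With no difference planted, 3.67% of 600 simulated sets passed p = 0.05 in the permutation test of a share, 6.33% in the rank test and 5.83% in the correlation test. With a planted difference of -30 points, 100% of 600 sets passed, and the mean estimate was -29.8 points. The overlap, motif and repeat searches made 0 errors on 4500, 600 and 600 constructed cases.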

Results

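PAR-iCLIP maps the RNA bases that a protein touches in living cells. Cells take up 4-thiouridine, a uridine analogue that long-wave UV light links to bound protein, the protein is precipitated with its RNA, and the position at which reverse transcription stopped marks the crosslink. The method was applied here to bone marrow-derived macrophages (BMDMs) of the mouse that were given 100 µM 4-thiouridine for 16 h and stimulated for 6 h with 10 ng/ml lipopolysaccharide (LPS), a bacterial cell wall component. Tristetraprolin (TTP, encoded by Zfp36), which destabilises mRNAs with AU-rich elements, was precipitated in 3 replicates. HuR, which binds U-rich RNA and stabilises many of its targets, was precipitated in 2 replicates. The comparisons ask where in its target genes each protein binds, which sequences it binds, and how far the 2 proteins share genes and sites. None of the 5 samples was a control precipitation, so no background could be measured in the same way.

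The lists held 1570, 1598 and 1456 TTP sites in replicates 1, 2 and 3, all in the same 492 genes, and 2380 and 2286 HuR sites in replicates 1 and 2, all in the same 303 genes. Each site carries a score given by the authors, taken as the number of crosslinks assigned to it and not scaled to depth or transcript level. Scores were therefore compared only within a list. The summed score was 10042603, 11967358 and 11744973 in the TTP replicates, over 20939, 21926 and 22531 nt of sites, which is a mean score per nt of 479.6, 545.8 and 521.3. In the HuR replicates it was 8865217 and 17648904 over 25012 and 28180 nt, a mean score per nt of 354.4 and 626.3. These sums cover called sites only and are not the depth of the libraries. The lowest site score of a replicate lay between 176 and 195 in either list, so weaker binding was not detectable. The log10 gene scores of pairs of replicates correlated across genes, which are not independent replicates, with Pearson's r of 0.947 to 0.967 for TTP and 0.933 for HuR. The 10 highest genes held 60.8% ± 1.92 (SD, n = 3) of the TTP score and 58.9% ± 0.195 (SD, n = 2) of the HuR score.

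The first comparison concerns the part of the gene that is bound. TTP sites lay mostly in introns, with 62.7% ± 1.18 (SD, n = 3) of sites there and 36.4% ± 1.02 (SD, n = 3) in 3' UTRs. HuR sites lay mostly in 3' UTRs, with 84.6% ± 0.107 (SD, n = 2) of sites there and 10.6% ± 0.244 (SD, n = 2) in introns. The TTP share minus the HuR share was -48.2 percentage points for 3' UTRs and 52.2 for introns. Every TTP replicate (35.4 to 37.4% in 3' UTRs) lay below both HuR replicates (84.5 and 84.7%). The authors kept only sites that overlap a site in all other replicates, which limits the spread between replicates. Both differences were many times larger than that spread. A two-sided permutation test that exchanged the protein labels of whole gene entries gave p = 1e-05 for each, the smallest that 100000 permutations can give (1.62e-05 after Benjamini-Hochberg adjustment over the 13 tests made). This test compares the 2 lists. An exact permutation test over the 5 replicate values cannot go below p = 0.1, and it gave 0.1 (two-sided) for both shares. Leaving out sites in tandem repeats of a 4-nt unit, an alternative added after the data were seen, moved the 3' UTR difference most, to -37.8 points (TTP 46.7%, HuR 84.5%, permutation p = 1e-05). Coding sequence held 0.561% ± 0.177 (SD, n = 3) of TTP and 0.752% ± 0.112 (SD, n = 2) of HuR sites, and 5' UTRs held 0.325% ± 0.0162 (SD, n = 3) and 4.05% ± 0.0245 (SD, n = 2).

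**Figure D1:**
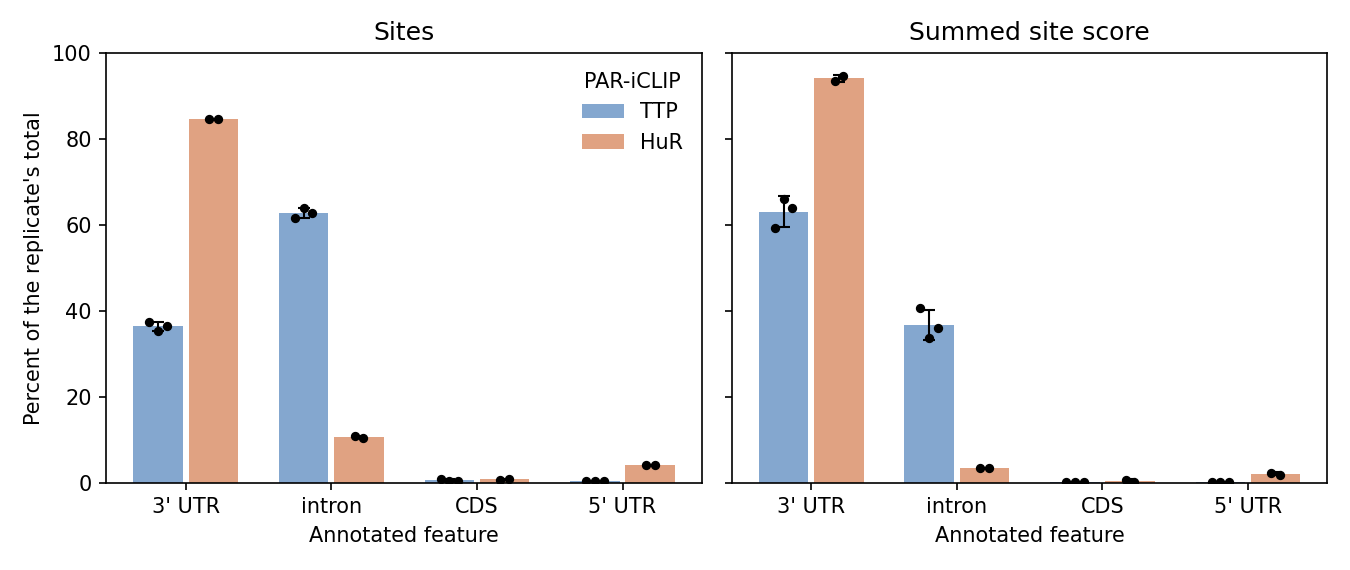
Percent of sites (left) and percent of the summed site score (right) in 3' UTRs, introns, coding sequence (CDS) and 5' UTRs, for TTP (blue) and HuR (orange). Bars are means over replicates, points are single replicates and error bars are the SD; TTP had 62.7% of its sites but 36.7% of its score in introns.

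Weighted by score, 3' UTRs held 63.1% ± 3.54 (SD, n = 3) of the TTP signal and introns 36.7% ± 3.54 (SD, n = 3). For HuR the corresponding values were 94.2% ± 0.823 (SD, n = 2) and 3.42% ± 0.0593 (SD, n = 2). Counted by gene, 288 of the 492 TTP genes had sites in introns only, 155 in 3' UTRs only, 43 in both and 6 in neither. Of the 303 HuR genes, 217 had sites in 3' UTRs only, 56 in introns only, 21 in both and 9 in neither. With only sites scoring at least 1000, the TTP genes bound in 3' UTRs only fell from 155 to 89 and the HuR genes bound in introns only from 56 to 23.

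A bound 3' UTR held a mean of 2.83 ± 0.145 TTP sites (SD, n = 3) or 8.29 ± 0.226 HuR sites (SD, n = 2), with medians of 2 and 3.5. The mean difference was -5.46 sites per 3' UTR (two-sided permutation p = 1e-05, adjusted 1.62e-05; exact permutation over replicates p = 0.1). Keeping only sites scoring at least 1000 moved it most, to -3.07 sites (permutation p = 0.0045). The median site length was 8.17 nt ± 0.764 (SD, n = 3) for TTP and 6 nt in both HuR replicates, a difference of 2.17 nt (two-sided permutation p = 1e-05, adjusted 1.62e-05). The difference shrank to 0.667 nt among 3' UTR sites only (6.67 against 6 nt, permutation p = 0.00684) and to 0.667 nt without sites in tandem repeats (permutation p = 0.00986). Its direction did not hold for the strongest sites: with only the highest-scoring site of each gene the medians were 16.3 nt for TTP and 23 nt for HuR, a difference of -6.67 nt that was within chance (permutation p = 0.0964).

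The 5 genes with the highest TTP scores were Tnf, Ptgs2, Ccl3, Irg1 and Cxcl2. Coordinates are of the mm9 mouse build. Tnf (ENSMUSG00000024401, chromosome 17, minus strand) had a mean gene score of 1495449 ± 330207 (SD, n = 3), 13.2% ± 1.83 (SD, n = 3) of the list. Of its score in replicate 1, 93.1% came from a single site of 72 nt at 35336602 to 35336673 in the 3' UTR, in exon 4 of 4, with the sequence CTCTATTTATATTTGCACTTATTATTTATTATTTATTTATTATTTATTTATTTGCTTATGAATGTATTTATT. Ptgs2 (ENSMUSG00000032487, chromosome 1, plus strand) followed with 1495412 ± 263731 (SD, n = 3), which could not be separated from Tnf given that spread. Its strongest site, at 151952909 to 151952974 in exon 10 of 10, read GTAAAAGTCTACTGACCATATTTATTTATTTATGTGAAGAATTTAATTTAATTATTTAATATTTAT. Ccl3 had 1271499 ± 132106 (SD, n = 3). Irg1 (ENSMUSG00000022126, chromosome 14) had 644498 ± 63935 (SD, n = 3), of which only 2.52% ± 0.362 (SD, n = 3) lay in the 3' UTR. Its strongest site, at 103451288 to 103451373 in intron 4, ended in a run of ATTT units, and tandem repeats of a 4-nt unit held 85.4% ± 1.38 (SD, n = 3) of the gene's score. Cxcl2 (ENSMUSG00000058427, chromosome 5) had 561015 ± 142164 (SD, n = 3), all in the 3' UTR, with 97.5% ± 2.13 (SD, n = 3) in such repeats. Its strongest site, at 91334347 to 91334390 in exon 3 of 3, read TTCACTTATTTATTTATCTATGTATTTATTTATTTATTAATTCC.

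Of the 10 previously known TTP targets fixed before the data were examined, 10 were in the TTP list, each with a 3' UTR site, and 5 were in the HuR list. The study named these genes on the same samples, so their presence is not independent evidence. The lowest TTP score among them was that of Il6, 1377 ± 160 (SD, n = 3). Zfp36 itself had a TTP score of 388062 ± 41605 (SD, n = 3), all in its 3' UTR, where the strongest site of replicate 1 at 29161950 to 29161971 on chromosome 7 (exon 2 of 2) read ATTTTATAGTATTTATATATAT.

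The 3 highest-scoring genes with TTP sites in introns only were Pid1, Adap2 and Dennd1a. Pid1 (ENSMUSG00000045658, chromosome 1, minus strand) had a mean of 43.3 sites and a score of 464130 ± 55024 (SD, n = 3). Its strongest site lay in intron 1, at 84243404 to 84243538, across a run of ATCT units, and 72.8% ± 10.6 (SD, n = 3) of the score of Pid1 lay in tandem repeats of a 4-nt unit. Adap2 had a score of 122246 ± 6181 (SD, n = 3), with 97.4% ± 0.939 (SD, n = 3) in such repeats, and its strongest site lay in intron 7. Dennd1a had 114050 ± 2403 (SD, n = 3), with 80.0% ± 1.5 (SD, n = 3) in such repeats, and its strongest site lay in intron 1.

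In the HuR list, Actb (ENSMUSG00000029580, chromosome 5, minus strand) alone held 31.7% ± 4.11 (SD, n = 2) of the score, with a gene score of 2551569 in replicate 1 and 6105248 in replicate 2. Its strongest site in replicate 1 covered 83 nt at 143665272 to 143665354 in the 3' UTR, in exon 6 of 6. Sdc4 followed with 9.24% ± 0.441 (SD, n = 2) and Cd44 with 3.71% ± 0.225 (SD, n = 2). Marcks held 2.47% ± 0.364 (SD, n = 2) and Cd47 2.7% ± 1.4 (SD, n = 2), which could not be ranked given that spread. Cd44 and Cd47 had 49.5 and 64 HuR sites per replicate. Sdc4 was also a TTP target, with 13.7 sites per replicate and a TTP score of 90231 ± 4126 (SD, n = 3), all in the 3' UTR.

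The second comparison concerns sequence. Among sites of at least 7 nt (a mean of 871.7 TTP and 1064 HuR sites per replicate), the AU-rich motif WATTTAW, where W is A or T, occurred in 36.3% ± 3.3 (SD, n = 3) of TTP and 3.49% ± 0.524 (SD, n = 2) of HuR sites. The difference was 32.8 percentage points (two-sided permutation p = 1e-05, adjusted 1.62e-05; exact permutation over replicates p = 0.1). In sequences shuffled within each site, which keep its length and base composition, the motif occurred in 12.9% ± 0.852 (SD, n = 3) of TTP and 4.08% ± 1.02 (SD, n = 2) of HuR sites. TTP sites in 3' UTRs held WATTTAW in 28.2% ± 1.62 (SD, n = 3) and intronic ones in 40.7% ± 4.5 (SD, n = 3) of cases. The alternative that moved the difference most was to keep only sites of at least 15 nt, which gave 52.1 points, and leaving out sites in tandem repeats gave the lowest value, 17.9 points (permutation p = 1e-05 for each). The U-rich motif TTTKTTT, where K is G or T, occurred in 10.4% ± 0.545 (SD, n = 3) of TTP and 29.4% ± 4.51 (SD, n = 2) of HuR sites, a difference of -19.0 points (two-sided permutation p = 1e-05, adjusted 1.62e-05; exact permutation over replicates p = 0.1). Shuffled TTP sites held TTTKTTT in 22.8% ± 1.98 (SD, n = 3) of cases, more than the sites themselves. Shuffled HuR sites held it in 27.4% ± 4.19 (SD, n = 2); the difference from the sites themselves was not tested. The most frequent 7-mers were TATTTAT in TTP sites, at 32.2% ± 3.06 (SD, n = 3), and TTTTTTT in HuR sites, at 24.5% ± 3.54 (SD, n = 2).

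**Figure D2:**
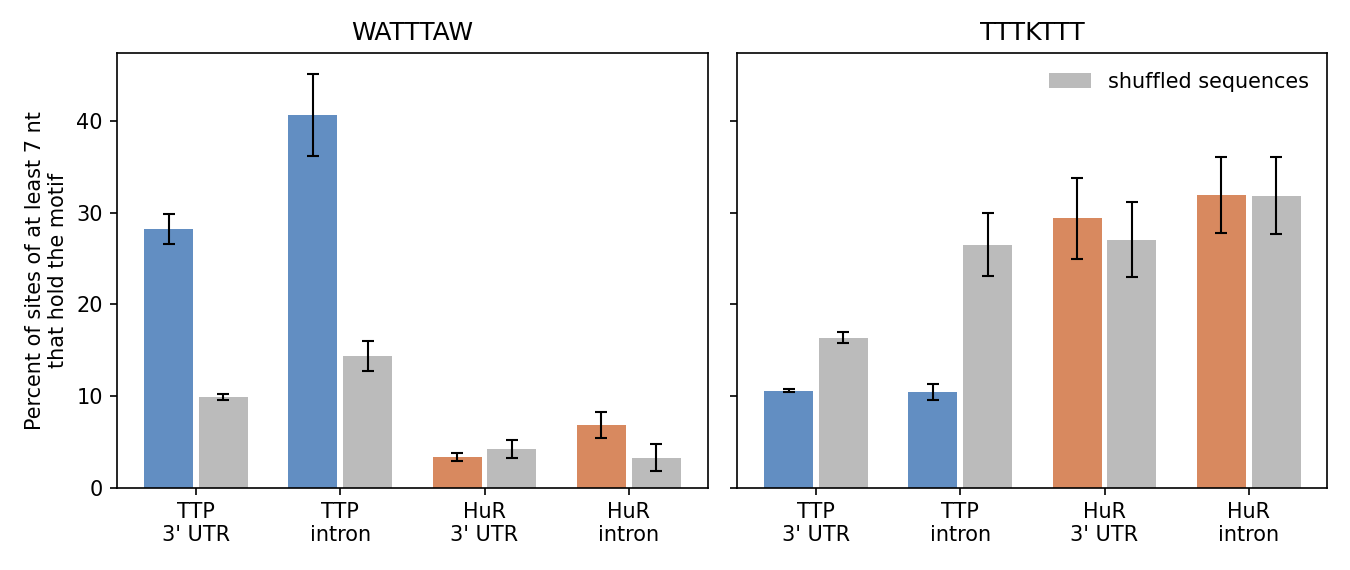
Percent of sites of at least 7 nt that hold WATTTAW (left) or TTTKTTT (right), by protein and region, with shuffled sequences of the same sites in grey. Bars are means over 3 TTP (blue) or 2 HuR (orange) replicates and error bars are the SD; WATTTAW stood above its shuffled level in TTP sites of both regions.

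U content did not separate the proteins. It was 61.7% ± 1.61 (SD, n = 3) in TTP and 62.8% ± 1.31 (SD, n = 2) in HuR sites, a difference of -1.14 points within the spread between replicates (two-sided permutation p = 0.244, adjusted 0.288; exact permutation over replicates p = 0.4). With only the highest-scoring site of each gene, HuR sites were richer in U, at 69.4% against 62.6% (difference -6.77 points, permutation p = 1e-05). Without TTP replicate 2 the difference was -1.95 points (permutation p = 0.0473). The other bases differed: A made up 22.0% ± 0.538 (SD, n = 3) of TTP and 15.4% ± 0.443 (SD, n = 2) of HuR sites, and G made up 5.59% ± 0.392 (SD, n = 3) and 10.8% ± 0.626 (SD, n = 2). These base differences were not tested.

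The third comparison concerns the score by region within each list. TTP sites had a median score of 1140.5 in 3' UTRs and 1123.5 in introns, a log2 ratio of 0.01 ± 0.35 (SD, n = 3) that did not differ from 0 (two-sided permutation p = 0.992, adjusted 0.992). The replicates went different ways, with 0.41 in replicate 2 against -0.21 and -0.17 in replicates 1 and 3, and without replicate 2 the mean was -0.19 (permutation p = 0.0448). The score per nt gave 0.22 (permutation p = 0.0032). HuR sites had a median score of 1074.5 in 3' UTRs and 639.75 in introns, a log2 ratio of 0.77 ± 0.22 (SD, n = 2; two-sided permutation p = 1e-05, adjusted 1.62e-05). The score per nt gave 0.25 for HuR, no longer past the threshold (permutation p = 0.0605).

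The last comparison concerns targets of both proteins. TTP and HuR both had 3' UTR sites in 59 genes. These were 29.8% of the 198 TTP genes with a 3' UTR site (Wilson 95% interval 23.9 to 36.5%) and 24.8% of the 238 such HuR genes (19.7 to 30.6%), and they left 139 genes to TTP alone and 179 to HuR alone. Of the 377 genes bound in the 3' UTR by either protein, 15.6% were shared (12.3 to 19.7%). The intervals cover counting error only. Of the 294 TTP genes without a TTP 3' UTR site, HuR bound the 3' UTR of 25, or 8.5% (5.83 to 12.3%). TTP binding in the 3' UTR thus went with HuR binding there at an odds ratio of 4.57 (Fisher's exact test, two-sided, p = 1.6e-09, adjusted 2.1e-08). The sites were not corrected for transcript abundance, so this association does not by itself show a link between the proteins. The log2 odds ratio of 2.19 ranged from 1.77 without the 10 highest-scoring genes of each list to 2.67 with intron-first labels. Only sites scoring at least 1000 left 30 shared genes.

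Within the 59 shared 3' UTRs, a mean of 123.3 ± 1.53 TTP sites (SD, n = 3), or 51.2% ± 1.86 (SD, n = 3), overlapped a HuR site by at least 1 nt on the same strand. The count was 124.7 without HuR replicate 1 and 124.3 without HuR replicate 2. The main value therefore left out some sites that overlap a HuR site of a single replicate. After 10000 random circular shifts of the TTP sites within each gene's span of sites, 65.1 ± 6.42 sites (SD over shifts) overlapped (one-sided permutation by shifts, p = 0.0001, the smallest that the shifts can give, adjusted 0.00013). The span had a median of 1129 nt. HuR sites covered a median of 88.7% ± 8.75 (SD, n = 3) of an overlapping TTP site. The threshold on sites moved the number most, to 52.7 with sites scoring at least 1000, and the share overlapping was then 48.1%. Between replicate 1 of TTP and replicate 1 of HuR, the TTP site with the most nt covered by HuR sites was in the Ccl3 3' UTR on chromosome 11 (minus strand), at 83461513 to 83461611, with 84 nt covered. Cebpb on chromosome 2 followed, where all 42 nt of the TTP site at 167515761 to 167515802, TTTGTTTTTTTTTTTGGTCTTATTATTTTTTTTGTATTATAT, were covered by HuR sites in the same pair of replicates. Maf on chromosome 8 had TTP sites with 38 and 33 nt covered, and Sod2 on chromosome 17 had one with 37 nt covered.

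**Figure D3:**
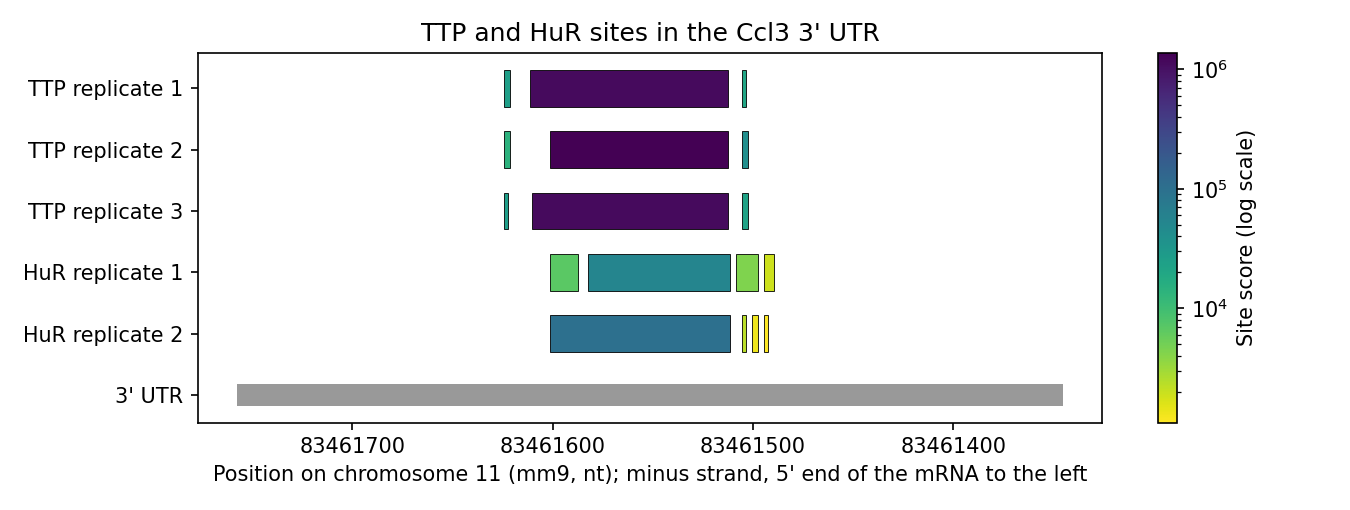
Map of the Ccl3 3' UTR (83461346 to 83461757 on chromosome 11, mm9), with each TTP and HuR site drawn to scale by replicate and coloured by its score on a log scale. The strongest TTP site and the strongest HuR site overlapped in every pair of replicates, at scores of 1144268, 1368647 and 1152376 for TTP and 53764 and 101147 for HuR.

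TTP gene scores in 3' UTRs were higher where HuR also bound. The median was 6540 ± 978 (SD, n = 3) in the 59 shared genes and 1908 ± 532 (SD, n = 3) in the 139 genes of TTP alone, a log2 ratio of 1.80 ± 0.28 (SD, n = 3; two-sided permutation p = 9e-05, adjusted 0.00013), above 0 in 3 of 3 replicates. Leaving out the 10 highest-scoring genes of each list moved it most, to 1.09 (permutation p = 0.0096). Across the 59 shared genes, which are not independent replicates, the TTP and HuR gene scores were not correlated, with Spearman's rho of 0.101 (two-sided permutation p = 0.441, adjusted 0.478) and Pearson's r of 0.055 on log10 scores (permutation p = 0.678). Without the 2 genes farthest from the median TTP score, r was 0.117 (permutation p = 0.385). Without the 10 highest-scoring genes of each list, rho was 0.341 (permutation p = 0.0245).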

Values the study reported

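The study counted 1,587 TTP binding sites in 498 genes, 64% of them in introns and 35% in 3' UTRs. By gene, it gave 59% bound in introns, 30% in 3' UTRs and 10% in both. For HuR it listed 2,380 sites in 303 genes, with 78% of sites in 3' UTRs and 17% in introns. Of the bound 3' UTRs, it assigned 179 to HuR alone, 132 to TTP alone and 59 to both proteins, and it counted 118 overlapping sites. It described the sites of both proteins as alike in length. The mapped reads stated were 17349756, 16587192 and 16313702 for the TTP replicates and 38670127 and 38212687 for the HuR replicates.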

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

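The test of whether the difference in score by region follows the length of sites, made with the score per nt in both lists together, was chosen only after the result was seen.

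The relation between score and region differed between the proteins. In mean percentiles of score within a replicate, TTP sites in 3' UTRs lay -0.0200 points from intronic ones, and HuR sites in 3' UTRs lay 13.9 points above intronic ones. The TTP contrast minus the HuR contrast was -13.9 points (two-sided permutation of the protein labels over genes, p = 2e-05). A deeper library multiplies both regions alike, so depth alone, as a single factor, leaves percentiles within a replicate where they are, although the authors' minimum summit height can remove a different share of weak sites from each region. The median lengths of sites ran in opposite directions. The median was 6.67 nt in 3' UTRs and 8.67 nt in introns for TTP, and 6 nt and 4 nt for HuR. The share of sites of 1 nt ran the same way for both and was higher in introns. It was 10.7% in introns and 4.28% in 3' UTRs for TTP, and 16.2% and 6.75% for HuR. With the score per nt in place of the score, the contrasts were 7.0 and 6.96 points and their difference was 0.0397 points (permutation p = 0.993). No difference between the proteins was detectable per nt, which is what scores that follow the lengths of the sites would give. Dividing by length raises a contrast where intronic sites are longer, so the score per nt alone cannot decide this. Among sites of at least 5 nt, the log2 ratio of 3' UTR to intronic score was 0.03 for TTP (permutation p = 0.37). It was 0.59 for HuR (permutation p = 0.00833), so this limit on length did not remove the gap. Part of the TTP contrast may rest on tandem repeats, since without sites in repeats of a 4-nt unit the TTP log2 ratio of 3' UTR to intronic score was 0.28 (permutation p = 0.00366), against 0.01 with them. Sites in repeats also carried part of the TTP length: without them the median over all TTP sites was 6.67 nt, against 8.17 nt with them. This was not computed by region. Why else TTP sites are longer in introns and HuR sites longer in 3' UTRs was not tested. A difference in how the proteins bind stays open as an untested biological explanation. The abundance of spliced and unspliced transcripts was not tested either.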

How the results depend on the processing

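Leaving out sites in tandem repeats, including the second printed coordinate in the site and counting a site listed under a pair of genes once were tests chosen only after the results were seen. The other alternatives, the 13 adjusted tests and the rule for naming genes were fixed before the data were examined. Of 133 values of the 23 results under settings other than leaving out a single replicate, the replicate block included, 112 kept their direction and their side of the threshold or, for values without a test, stayed within the spread allowed. The others were 3 reversals, 5 values, of 3 results, that passed the threshold only under the alternative, 1 that no longer passed it, and 12 counts or shares that moved. Of 90 values that each left out a replicate, 88 were counted as unchanged, and the other 2 left out TTP replicate 2. Where a single HuR replicate remained, the side of the threshold could not be judged. Some values could hardly change, because the replicates of a list hold the same genes. The 59 shared genes and their log2 odds ratio of 2.19 were the same whichever replicate was left out. P-values of alternatives are unadjusted permutation values, and none is given where a single HuR replicate remained.

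The difference in 3' UTR share ranged from -52.5 to -37.8 points and that in intron share from 41.5 to 56.4 points over the alternatives run, leaving out replicates included, with permutation p = 1e-05 wherever a test was run, the smallest that 100000 permutations can give. The WATTTAW difference ranged from 17.9 to 52.1 points and the TTTKTTT difference from -61.8 to -16.3 points over the alternatives that kept all replicates, also at permutation p = 1e-05 in each. The lower end for WATTTAW came from leaving out repeats and the upper end from sites of at least 15 nt.

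The results on length, U content and score by region changed most. With only the highest-scoring site of each gene, the length difference reversed to -6.67 nt (permutation p = 0.0964), the U content difference grew to -6.77 points (permutation p = 1e-05) and the TTP log2 ratio of 3' UTR to intronic score reversed to -0.25 (permutation p = 0.403). The HuR ratio rose to 1.88 in that setting (permutation p = 1e-05). Without the 10 highest-scoring genes of each list, the U content difference was -2.6 points (permutation p = 0.011) and the correlation of TTP and HuR gene scores was 0.341 (permutation p = 0.0245). Including the second printed coordinate reversed the U content difference to 0.0735 points (permutation p = 0.986). The score per nt brought the TTP log2 ratio to 0.22 (permutation p = 0.0032) and the HuR ratio to 0.25 (permutation p = 0.0605), so that the first passed the threshold and the second did not. Leaving out repeats brought the TTP ratio to 0.28 (permutation p = 0.00366). The length difference kept its direction but shrank to 0.667 nt with 3' UTR sites only (permutation p = 0.00684) and to 0.667 nt without sites in repeats (permutation p = 0.00986). For each of these changes the cause was not tested.

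Among the settings with a p-value, TTP replicate 2 decided the calls of a pair of results. Without it, the U content difference was -1.95 points (permutation p = 0.0473) and the TTP ratio of 3' UTR to intronic score reversed to -0.19 (permutation p = 0.0448); the cause was not tested. Over the settings that each left out a replicate, the U content difference ranged from -2.07 to -0.213 points and the TTP ratio from -0.19 to 0.12. The ends of the U content range came without HuR replicate 1 and without HuR replicate 2, where the threshold could not be judged. The HuR ratio ranged from 0.61 to 0.93 and the length difference from 1.75 to 2.5 nt.

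Stricter thresholds on sites lowered counts because fewer sites entered. With sites scoring at least 1000, 30 genes had 3' UTR sites of both proteins (p = 1.39e-05, Fisher's exact test), 52.7 TTP sites overlapped HuR sites, 89 TTP genes were bound in 3' UTRs only and 17 in both regions, and 23 HuR genes were bound in introns only and 3 in both. With sites of at least 5 nt, 71.7 TTP sites overlapped HuR sites, and 28 HuR genes were bound in introns only and 5 in both regions. The overlap stayed above that of shifted sites in both settings (permutation p = 0.0001, the smallest that the shifts can give). The 10 highest genes held 62.8% of the TTP and 62.0% of the HuR score with sites scoring at least 1000, and 60.1% of the HuR score with sites of at least 5 nt.

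The replicate numbers of TTP and HuR samples are the same in the labels, which name nothing that samples with one number share. Over the 116 genes in both lists, the deviations of samples with the same number from their group means correlated at 0.119 for replicate 1 and 0.071 for replicate 2. A replicate block over these 2 pairs, which leaves out TTP replicate 3, gave a difference of -48.2 points for the 3' UTR share, 52.1 points for the intron share, -5.38 sites per 3' UTR, 1.75 nt for length, 32.9 points for WATTTAW, -19.2 points for TTTKTTT and -0.34 points for U content, each in the direction found without it.

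Depth limits these results in a further way. A site had to reach the authors' minimum height in each replicate, so a gene absent from a list is not shown to be unbound, and the 2 HuR replicates give an SD with little precision.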

Other observations

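The tests on the HuR sites in Lrrc58 and on the ratio of the HuR replicates were chosen only after the result was seen.

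TTP sites in introns gathered in tandem repeats of a 4-nt unit. Such repeats held 36.8% ± 1.15 (SD, n = 3) of intronic TTP sites and 71.5% ± 1.32 (SD, n = 3) of their score, in 204 genes, against 2.38% ± 0.107 (SD, n = 3) of TTP sites in 3' UTRs. A technical explanation is that repeats gather crosslinked reads whichever protein is precipitated. Against it, 0.616% ± 0.318 (SD, n = 2) of intronic HuR sites lay in such repeats, 36.2 points less than for TTP (two-sided permutation p = 1e-05, the smallest that 100000 permutations can give). A composition of introns rich in such repeats is also argued against, since windows of the same lengths shifted by 1000 nt lay in them in 0.397% ± 0.0627 (SD, n = 3) of cases. The repeats did not carry the whole excess of WATTTAW in TTP over HuR sites, which was 17.9 points without them. Outside repeats, WATTTAW occurred in 16.3% ± 3.02 (SD, n = 3) of intronic and 26.3% ± 1.44 (SD, n = 3) of 3' UTR TTP sites. Errors in mapping to repeats that affect only the TTP libraries, and a protein other than TTP taken down by the TTP antibody, were not tested with the values used here. The study itself reported no RNA signal when the antibody was used on macrophages lacking TTP. It also reported that intron 4 of Irg1, but not intron 3, was recovered with TTP. That RNA was not digested, so the experiment does not place the binding at the run. Binding of TTP to ATTT runs, which contain the TTP motif in every unit, stays open as a biological hypothesis.

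The units were not all AU-rich in the same way. ATTT made up 64.8% and ATCT 26.6% of the intronic TTP sites in repeats, with 84, 119 and 81 sites at ATCT repeats in replicates 1, 2 and 3. A run of ATCT holds no WATTTAW, so one hypothesis is that TTP meets its motif beside the run. WATTTAW lay in the site or within 50 nt in 46.9% ± 1.67 (SD, n = 3) of these sites, under the 50% set for the hypothesis, and in 77.2% ± 0.995 (SD, n = 3) of intronic TTP sites outside repeats. The search reached 50 nt beyond the site and not beyond the run, so a motif past a long run could be missed. No rate was computed for similar sequence without sites, so this share does not decide the hypothesis. A motif within 50 nt could account for no more than the sites that have one. No biological explanation was tested for the rest.

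HuR sites in the 3' UTR of Lrrc58 (chromosome 16, mm9), a gene named after its values were seen, lay almost wholly in a sequence like the Actb mRNA without its introns. The part from 37882559 to 37884341 aligned to the Actb mRNA with 89.6% identity over an alignment of 1888 positions, and it held 14 of 16 sites in replicate 1 and 16 of 18 in replicate 2, with 99.6% and 96.1% of the gene's score. Actb held more HuR score than any other gene in the list. An explanation by reads shared with a similar copy is that Actb reads across an exon junction map to the intronless copy and to no place in the genome of Actb itself. Whether reads map to a copy of 89.6% identity was not tested. Placed on the Actb mRNA, 100% of the sites before its last junction (8 and 10 sites) lay within 100 nt upstream of a junction, against 42.4% of random positions of this part (one-sided permutation p = 0.0001, the smallest that 10000 draws can give). The sites of the 2 replicates overlap and are not independent, so this p is too small. Those sites lie where such reads would place them. The scores did not move together, however. From replicate 1 to replicate 2 the Lrrc58 score fell from 258190 to 136436, while the Actb score rose from 2551569 to 6105248. All of the Actb score lay in its 3' UTR. The source of those sites therefore stays open. Reads across a junction cannot be the source of the sites after the last junction, 6 in each replicate. The sites after it held 6.82% of the score of the Actb-like part in replicate 1, 61.6% in replicate 2 and 34.2% in the mean. Reads with a sequencing error or a strain variant that favours the copy, and true HuR binding, stay untested there. No biological explanation was tested for either part.

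HuR gene scores were higher in replicate 2 than in replicate 1, in 277 of 303 genes, with a median ratio of 2.31. The mapped reads quoted above for these libraries are nearly equal, so the number of reads does not account for the ratio. A single factor for every gene is also argued against: the SD over genes of the log2 ratio was 0.98, against 0.59 to 0.75 between pairs of TTP replicates. The ratio ran from 0.369 in B4galt5 to 27.7 in Pam, both named after their values were seen. A candidate explanation is that replicate 2 held relatively more crosslinks at U-rich sites. Across the 303 genes, which are not independent replicates, the log2 ratio rose with the U content of the sites, with Spearman's rho of 0.195 (two-sided permutation p = 0.00064) and Pearson's r of 0.238 (permutation p = 3e-05; 0.237 without the 2 genes farthest from the median). Sites of at least 5 nt with under 30% U held 9.0% of the score in replicate 1 and 1.99% in replicate 2. The relation is weak and leaves most of the spread open. No biological explanation was tested, since the design gives none between replicates.

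Overlap of TTP and HuR sites in shared 3' UTRs could follow from U-rich stretches alone, where either protein may crosslink. Positions in the same span with the U content of the TTP site overlapped HuR sites in 77.1 ± 1.91 cases (SD, n = 3), against 123.3 ± 1.53 observed (one-sided permutation p = 0.0001, the smallest that 10000 draws can give). U content is therefore argued against as the whole cause, while it gave more overlap than the random shifts did. Binding of both proteins to the same elements stays a hypothesis, and these site lists do not show whether both bind the same molecule. From sequential precipitation of TTP and then HuR, the study reported that both can occupy Tnf and Cxcl2 mRNAs at once.

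TTP gene scores were higher in 3' UTR genes shared with HuR, and abundant transcripts that give more crosslinks with either protein are a possible explanation. It predicts that HuR scores are higher in shared genes too, and they were, with a log2 ratio of 0.55 ± 0.07 (SD, n = 2) of the median HuR gene score in the 59 shared to the 179 HuR-only genes (two-sided permutation p = 0.00858). It also predicts that TTP and HuR gene scores rise together across the 59 shared genes, and there rho was 0.101 (two-sided permutation p = 0.441), or 0.341 without the 10 highest-scoring genes of each list (permutation p = 0.0245). The evidence for abundance is therefore mixed. Transcript abundance was not used here, so a biological link between the proteins stays open as well.

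The share of HuR sites in introns here was 10.6% with labels assigned exon first and 18.3% with a label that names an intron counted as intron. The first is lower than the value quoted from the study above, and the second is close to it.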
